A study of Mus musculus with 21 samples. Its data were reported in "In situ tumour arrays reveal early environmental control of cancer immunity" (2023).

How the data were processed

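Bulk RNA sequencing of 21 single-tumour punch biopsies taken 8 days after implantation was used, 7 per immune phenotype. RNA was isolated with a phenol reagent followed by a silica column, or after storage in a stabilising solution with another column kit, and the labels do not say which biopsy had which. The authors removed reads of low quality and reads that matched ribosomal RNA or adapters, aligned the rest with GSNAP to the mouse genome GRCm38.p5 and counted reads that fell unambiguously on the exons of Gencode genes. The authors then dropped genes of low expression and normalised with edgeR. The deposited table holds TMM-normalised log2 CPM values of 20873 genes, with a small prior count that the authors' tool adds before the logarithm. The sources used here do not say whether counting was stranded, so reads of overlapping antisense genes cannot be told apart. Members of multigene families such as the keratin-associated proteins and the late cornified envelope genes are less certain than single-copy genes. Fold changes are on this log2 scale and understate the change of genes with few reads.

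The steps between the deposited log2 values gave whole reads, and every value of the table lay within 4.9e-08 of a whole read. Total reads, TMM factors and reads per gene were taken from them, and in the simulated data 100% of values came back as drawn. Total reads averaged 35046000 in inflamed, 34369000 in excluded and 35813000 in desert tumours. TMM factors averaged 0.942, 1.06 and 1.00 (two-sided exact permutation p = 0.010 between inflamed and excluded and 0.013 between excluded and desert, n = 7). The 10 most abundant genes took 9.08%, 4.40% and 8.51% of reads. Positions are those of GENCODE M21, whose build is the authors' GRCm38, and 19993 of the 20873 symbols (95.8%) matched it.

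Each gene was tested with limma (version 3.58.1 in R 4.3.3) on the deposited log2 values, with a mean per phenotype over all 21 biopsies and an intensity trend in the prior variance (3.14 prior and 18 residual degrees of freedom). The contrasts were those of each phenotype with the average of the other two, as in the study, and the pairwise ones. Tests are two-sided, and a call is a Benjamini-Hochberg adjusted p below 0.05 over all genes tested. The lists of genes for cell types and pathways were written before the data were examined, from general knowledge except for the chemokines of ChemoCAF fibroblasts, a cell type and genes taken from the study. Immune lists were T cells, cytotoxic lymphocytes, regulatory T cells and checkpoints, natural killer cells, B and plasma cells, type I interferon and interferon-gamma responses, antigen presentation, monocytes and macrophages, neutrophils, dendritic cells and mast cells. Stromal and pathway lists were chemokines of ChemoCAF fibroblasts, resting skin fibroblasts, myofibroblasts and matrix, TGF-beta response, hypoxia and glycolysis, endothelial cells, cell cycle, WNT targets, and the Hedgehog and NOTCH pathways. Tissue lists were tumour epithelium, epidermal and wound keratinocytes, hair follicle and sebaceous gland, ear cartilage, skeletal muscle, adipocytes, melanocytes and Schwann cells, and red blood cells. Cd8a and Cd8b1 are in 2 lists, as is Ciita, and of 11 B and plasma cell genes only 4 are in the table. Lists were tested with limma's camera at a preset inter-gene correlation of 0.01, adjusted over the 31 lists within a contrast, beside camera with an estimated correlation and fry. No called list had a median and a test of opposite sign. A biopsy's score for a list is the mean of the z-scored log2 CPM of its genes, compared between groups by exact permutation and correlated by permutation (exact within groups, 1e+05 resamples over all biopsies).

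The genes named follow a rule fixed before the data were examined. For each contrast of a phenotype with the others, it takes the 10 rising and 10 falling genes with the largest fold change among those with adjusted p below 0.05, a mean log2 CPM of at least 1 and every biopsy of the group on the same side of the median of the other biopsies, leaving out predicted models, clones and pseudogenes. In all 1431, 6170 and 3713 genes met these conditions in inflamed, excluded and desert tumours. It adds up to 4 members of each described list with the smallest p, of which the text names some, and Cd3e, Cd8a, Cd4, Ifng, Gzmb, Cxcl9, Cxcl10, Ccl2, Cxcl12, Tgfb1, Cd274, Epcam and Krt14 in any case. tdTomato, Xist, the Y-linked genes and the genes under the other observations were chosen after their values were seen.

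Tested on simulated reads with the real totals and means, for the contrast of inflamed tumours over 20873 genes, limma called 69% of 100 genes changed 2-fold and 94% of 100 genes changed 4-fold in the right direction. Of its calls 4.30% were unchanged genes, and with no gene changed it called 0. Alternatives were limma without the trend, array quality weights, voom on the recovered reads, a filter on low values, log2(CPM + 1), quantile normalisation, median centring, the replicate letter as a block, list scores as covariates, other thresholds, fits of 14 biopsies, and leaving out each biopsy. Muscle and hair follicle scores as covariates, centring on the Y-linked genes, and other scalings and leave-one-out fits of the biopsy scores were added after the data were seen. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. Other experiments of the study were not used here.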

Results

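RNA sequencing measured gene expression in 21 single tumours of skin tumour arrays made by microporation (STAMP), in which a laser opens pores in the ear skin of a mouse and tumour cells are seeded into them. The tumour cells were a clonal pancreatic ductal adenocarcinoma line that carries green fluorescent protein (KPP-eGFP). The hosts were male nude mice, which lack the transcription factor FOXN1 and therefore mature T cells of their own. They received T cells marked with the red protein tdTomato. On day 8 each tumour was imaged, assigned to a tumour immune phenotype (TIP) and taken as a punch biopsy. A sample could therefore hold tumour, skin and infiltrating cells together, in unlike shares. The groups were 7 immune-inflamed tumours, with T cells throughout, 7 immune-excluded tumours, with T cells held at the border, and 7 immune-desert tumours, with few T cells, and the biopsies carry the letters A to G within each phenotype. Total reads per biopsy, recovered from the deposited log2 CPM values, ranged from 29519101 to 44316089 in the inflamed group, from 29631395 to 38948071 in the excluded group and from 27510680 to 41425911 in the desert group. Mean totals did not differ detectably between any pair of groups (two-sided exact permutation p from 0.521 to 0.775, n = 7 per group). Krt19, a gene of the tumour epithelium list, lay at 0.22% to 3.71% of its excluded mean in inflamed biopsies. In desert biopsies it lay at 0.082% to 19.1%, the highest in desert B.

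The TIPs had been called from the position of tdTomato-positive T cells under the microscope, so tdTomato and the amount of T cell RNA check the labels and are no finding between the groups. tdTomato reads per biopsy numbered 27 to 577 in inflamed, 42 to 102 in excluded and 0 to 25 in desert tumours. tdTomato averaged 1.48 ± 1.55 log2 CPM (SD, n = 7) in inflamed, 0.99 ± 0.39 in excluded and −2.58 ± 1.42 in desert tumours. Inflamed and excluded tumours did not differ detectably in it (log2 change 0.48 ± 0.62, SE, limma adjusted p = 0.59, higher in 4 of 7 inflamed biopsies). The T cell list, scored per biopsy as the mean z-score of its genes, followed tdTomato over the 21 biopsies, with Pearson's r = 0.905 and Spearman's rho = 0.925 (permutation p = 1e-05 for each, the smallest that the resampling can give, adjusted over 12 pairs 3e-05 and 6e-05). Without inflamed A and desert E r was 0.866. Within the inflamed group r was 0.942 (exact p = 0.0030, adjusted over 36 within-group correlations 0.107) and rho 0.857 (exact p = 0.024, adjusted 0.43), with r = 0.846 without inflamed A and E. Within the excluded group r was 0.665 (exact p = 0.097, adjusted 0.354) and 0.149 without A and E. Within the desert group it was 0.635 (exact p = 0.131, adjusted 0.363) and −0.06 without C and E, so in both groups it rested on the biopsies left out. The first principal component held 48.7% of the variance and the second 18.4%. Biopsies of the inflamed group were the least alike (median pairwise correlation 0.885, against 0.960 within the excluded and 0.934 within the desert group).

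The comparisons ask which expression programmes go with each TIP, by setting each phenotype against the mean of the other two. At an adjusted p below 0.05, limma called 2966 of 20873 genes in inflamed tumours (1280 higher and 1686 lower), 9453 in excluded tumours (4803 higher and 4650 lower) and 6351 in desert tumours (2814 higher and 3537 lower). The balance of higher and lower genes depends on the scaling, since median centring gave 1970 higher and 1302 lower in inflamed, 3842 and 6136 in excluded and 3255 and 3092 in desert tumours. Centring on Y-linked genes gave 145 higher of 14636, 16760 of 17007 and 712 of 11874. That centring moves every gene of a contrast by the same amount, so a list median that it turns shows the size of that shift. Every called list with a turned median below stayed called by camera, which compares a list with other genes, in the same direction. That centring ended the calls of some lists without a turned median, which are given with the processing. With a change of at least 2-fold these counts were 1354, 4804 and 3016. Pairwise, 7258 genes differed between inflamed and excluded tumours (3385 higher in inflamed), 1089 between inflamed and desert tumours (639 higher in inflamed) and 9350 between excluded and desert tumours (4839 higher in excluded). Of 31 gene lists fixed before the data were examined, camera with its preset correlation called 15 in inflamed tumours (11 higher and 4 lower), 9 in excluded tumours (4 and 5) and 22 in desert tumours (9 and 13). With an estimated correlation between genes camera called 0 of the lists in each of these contrasts, where 4, 5 and 7 lists had an unadjusted p below 0.05, and the rotation test fry called 13, 10 and 18. The biopsy scores of all 9 lists called in excluded tumours passed an exact permutation test adjusted over 31 lists (adjusted p up to 0.017). Those of 10 of the 15 lists in inflamed tumours did not (exact permutation test, adjusted p from 0.078 to 0.34), nor did those of 4 of the 22 in desert tumours (adjusted p from 0.066 to 0.25). A called list is therefore given below with its adjusted p under both settings. The p-values measure only the spread between biopsies, because the labels do not tie biopsies to mice, and biopsies that share a mouse would make them too small.

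Inflamed tumours carried more RNA of T cell receptor genes, of the killing machinery of cytotoxic lymphocytes and of some interferon-induced genes than the mean of the other two phenotypes, a difference that lay mainly against desert tumours. The calprotectin genes S100a8 and S100a9, which neutrophils and stressed keratinocytes make, were higher together with late cornified envelope genes of the epidermal barrier. Genes of mucin-secreting epithelium, among them Dmbt1, Tff2 and Agr2, and genes of cell division such as Plk1 were lower than that mean, through their high values in excluded tumours. The naming rule asks for one side in all 7 biopsies. Another 36 genes named for this contrast were called. Of these 30 lay on the stated side of the other 14 biopsies' median in all 7 inflamed biopsies and none in fewer than 5. A small p favours one side, so such counts are no independent check.

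Among the genes with the largest rise, S100a8 (GRCm38 chromosome 3, 90668978 to 90670035, forward strand) increased by 3.96 ± 0.65 (SE) on the log2 scale (adjusted p = 3.7e-04). It had 8520 to 99356 reads per inflamed biopsy against 223 to 25659 in the others. S100a9 increased by 3.64 ± 0.57 (adjusted p = 2.2e-04). The other genes that the naming rule gave were Lce3b, Lce3e, Lce3f and Rptn, which encode proteins of the cornified envelope, the fatty acid thioesterase Olah, the protease inhibitors Stfa2 and Fetub, and the surface protease Tmprss11d. Their increases lay between 3.12 (Fetub) and 3.65 (Lce3b). Tmprss11d had the smallest adjusted p of them, 6.0e-05. The 10 genes with the largest fall belong to stomach, gut and pancreatic epithelium. Dmbt1, a scavenger receptor of mucosal surfaces (chromosome 7, 131032053 to 131121630, forward strand), decreased by 6.37 ± 0.91 (adjusted p = 9.9e-05). The trefoil peptide genes Tff2 and Tff1 decreased by 5.63 and 4.72, and Agr2, which folds mucins, by 5.09 (adjusted p = 4.8e-05). Sult1c2, Alpi, Sptssb, Tm4sf20, Tm4sf4 and the gastric mucin Muc5ac decreased by 4.56 (Tm4sf4) to 5.24 (Sult1c2). Muc5ac lost its call without inflamed G (adjusted p = 0.055, against 0.021 with all biopsies and from 0.010 to 0.055 over the 21 leave-one-out fits).

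The T cell list had 18 of 19 genes higher, the same number adjusted over the list alone. The median was 1.70 (camera adjusted p = 2.3e-14, and adjusted p = 0.25 with an estimated correlation). Cd3d, a chain of the CD3 complex that signals for the T cell receptor, increased by 2.06 ± 0.35 (adjusted p = 4.8e-04), and the adhesion receptor Cd2 by 1.81 (adjusted p = 0.0016). Of 16 cytotoxic lymphocyte genes, 13 were higher (15 adjusted over the list alone). The median was 1.70 (camera adjusted p = 2.8e-09, and adjusted p = 0.25 with an estimated correlation). The granule protein gene Nkg7 increased by 1.75 (adjusted p = 7.5e-04), the CD8 chains Cd8b1 and Cd8a, which both lists hold, by 2.81 and 2.59, and the granzyme Gzmb by 2.94 (adjusted p = 0.0028). Of 9 natural killer cell genes 3 were higher (4 adjusted over the list alone). The median was 1.17 (camera adjusted p = 8.0e-04, and adjusted p = 0.42 with an estimated correlation). The kinase Txk (1.75, adjusted p = 0.0037) and the receptor Klrc2 (1.95, adjusted p = 0.013) led it. The regulatory T cell and checkpoint list had 3 of 12 genes higher and 1 lower (5 and 1 adjusted over the list alone), and its median of 0.59 fell to −0.25 when values were centred on Y-linked genes (camera adjusted p = 0.0044, and adjusted p = 0.40 with an estimated correlation). Pdcd1, the gene of the checkpoint receptor PD-1, increased by 2.63 ± 0.50 (adjusted p = 0.0013) and the costimulator Icos by 1.84 (adjusted p = 0.0090). Without inflamed A this list lost its call (adjusted p = 0.064, with a range from 9.6e-04 to 0.064 over the leave-one-out fits).

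Some genes induced by interferons were higher as well, but the biopsy scores of the type I and gamma response lists did not pass (exact permutation p = 0.017 and 0.028, adjusted over 31 lists 0.078 and 0.086). Type I interferon response genes, which limit viral replication, had 9 of 23 members higher (18 adjusted over the list alone). The median was 1.56 (camera adjusted p = 1.7e-07, and adjusted p = 0.42 with an estimated correlation). The smallest p belonged to Xaf1 (1.60, adjusted p = 0.0079) and the regulator Irf7 (1.57, adjusted p = 0.015), and both lost their calls under centring on Y-linked genes (adjusted p = 0.092 and 0.14). The interferon-gamma response had 7 of 20 members higher (10 adjusted over the list alone). The median was 1.19 (camera adjusted p = 1.9e-06, and adjusted p = 0.42 with an estimated correlation). Its chemokine gene Cxcl10, which draws CXCR3-positive T cells, increased by 2.20 ± 0.58 (adjusted p = 0.015, higher in 6 of 7 inflamed biopsies), and Cd274, the gene of PD-L1, by 1.60 (adjusted p = 0.018). Cd274 lost its call without inflamed G (adjusted p = 0.052, from 0.0064 to 0.052 over the leave-one-out fits). The antigen presentation list had 4 of 17 genes higher (10 adjusted over the list alone), and its median of 0.64 turned to −0.20 when values were centred on Y-linked genes (camera adjusted p = 1.9e-06, and adjusted p = 0.40 with an estimated correlation). Ciita, which switches on MHC class II and is also in the interferon-gamma list, increased by 1.00 (adjusted p = 0.016) and the peptide loader Tapbp by 0.77 (adjusted p = 0.013). Both lost their calls under that centring (0.16, adjusted p = 0.59, and −0.069, adjusted p = 0.79).

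Neutrophil and skin genes formed a further group. The neutrophil list had 6 of 13 genes higher (7 adjusted over the list alone). The median was 1.22 (camera adjusted p = 1.9e-06, and adjusted p = 0.15 with an estimated correlation). Besides S100a8 and S100a9 the myeloid receptor Trem1 increased by 2.20 (adjusted p = 0.0082). Of 11 keratinocyte genes of wounded skin 4 were higher (8 adjusted over the list alone). The median was 1.94 (camera adjusted p = 6.1e-04, and adjusted p = 0.42 with an estimated correlation). The cytokine gene Il1f6 (2.07, adjusted p = 9.6e-05) and the antimicrobial peptide gene Defb3 (2.73, adjusted p = 0.0028) led them. The epidermal keratinocyte list had 3 of 16 genes higher (5 adjusted over the list alone), and its median of 0.69 turned to −0.15 under centring on Y-linked genes (camera adjusted p = 1.9e-04, and adjusted p = 0.42 with an estimated correlation). Krtdap increased by 1.05 (adjusted p = 3.4e-04, and under that centring 0.21, adjusted p = 0.35) and the barrier gene Flg by 1.91 (adjusted p = 4.0e-04). Ear cartilage had 3 of 9 genes higher (4 adjusted over the list alone), and its median of 0.75 turned to −0.09 under the same centring (camera adjusted p = 0.013, fry adjusted p = 0.051, and adjusted p = 0.44 with an estimated correlation). Its biopsy score did not pass (exact permutation p = 0.020, adjusted 0.078). Its collagen gene Col9a1 increased by 2.11 (adjusted p = 8.1e-04) and the cartilage matrix gene Ucma by 1.69 (adjusted p = 0.013). The list lost its call without inflamed A (adjusted p = 0.10) or inflamed C (adjusted p = 0.12).

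Some genes of proliferation, the NOTCH pathway and the tumour epithelium were lower. The biopsy scores of the cell cycle and tumour epithelium lists did not pass (exact permutation p = 0.125 and 0.042, adjusted 0.28 and 0.11), and the cell cycle score was 0.258 higher in inflamed than in desert tumours (exact permutation p = 0.40). Of 20 cell cycle genes 10 were lower (18 adjusted over the list alone). The median was −0.80 (camera adjusted p = 1.7e-08, and adjusted p = 0.40 with an estimated correlation). They included the mitotic kinase Plk1 (−1.17, adjusted p = 0.0034) and the ribonucleotide reductase Rrm2 (−1.13, adjusted p = 0.0077). The NOTCH pathway, through which neighbouring cells signal by contact, had 4 of 12 genes lower (5 adjusted over the list alone). The median was −0.57 (camera adjusted p = 0.0081, and adjusted p = 0.34 with an estimated correlation). This list lost its call under centring on Y-linked genes. Its target genes Hes1 (−0.83, adjusted p = 0.0013) and Heyl (−1.60, adjusted p = 0.017) led. The tumour epithelium list had 11 of 20 genes lower (13 adjusted over the list alone). The median was −2.02 (camera adjusted p = 5.3e-09, and adjusted p = 0.15 with an estimated correlation). The gut lectin Lgals4 decreased by 3.34 (adjusted p = 3.6e-05). The mast cell list had 1 of 9 genes lower, also adjusted over the list alone, the protease Mcpt4 (−1.23, adjusted p = 0.029). The median was −0.71 (camera adjusted p = 0.045, fry adjusted p = 0.21, and adjusted p = 0.74 with an estimated correlation). That call was lost without any of inflamed E, F or G, excluded A, C, D or G, or desert A, B or C (highest adjusted p = 0.26, without inflamed F). Mcpt4 lost its own without inflamed E, F or G (highest adjusted p = 0.081). The TGF-beta response was not called, with 1 of 17 genes higher and 2 lower (1 and 3 adjusted over the list alone, median −0.19, camera adjusted p = 0.75). Monocytes and macrophages had 2 of 17 higher (2 adjusted over the list alone, camera adjusted p = 0.52), and the chemokines of ChemoCAF fibroblasts 1 of 7 (1 adjusted over the list alone, camera adjusted p = 0.37). Centring on Y-linked genes turned the ChemoCAF median from 0.69 to −0.15, yet camera then called that list higher (adjusted p = 0.0020) and the monocyte list too (adjusted p = 0.012). The monocyte gene Ly6c2 (2.32, adjusted p = 0.0057) and the neutrophil chemokine Cxcl1 (1.48, adjusted p = 0.013) rose within those 2 lists.

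**Figure D1:**
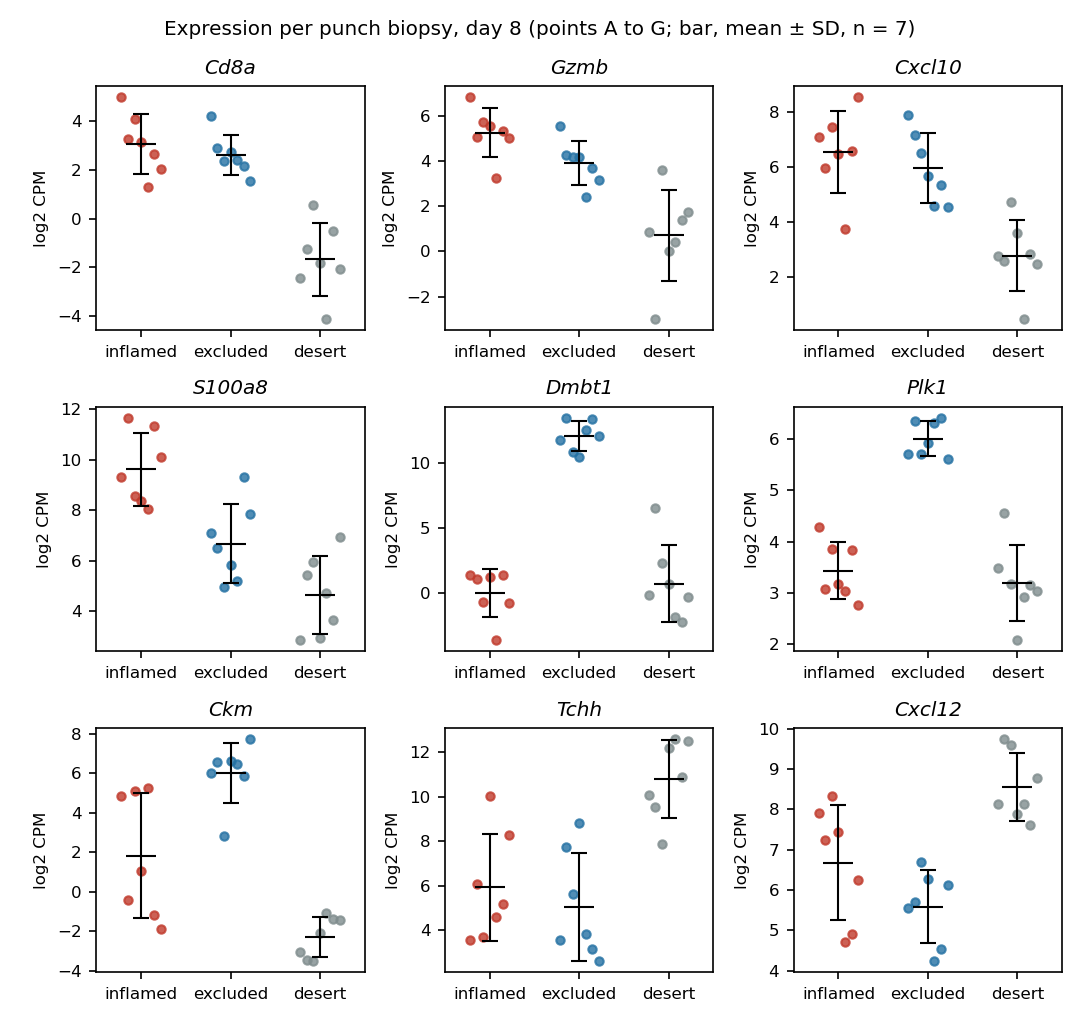
Log2 CPM of Cd8a, Gzmb, Cxcl10, S100a8, Dmbt1, Plk1, Ckm, Tchh and Cxcl12 in each of the 21 biopsies by phenotype, with points for biopsies and bars for the mean ± SD (n = 7 per group). Cd8a averaged 3.07 in inflamed, 2.62 in excluded and −1.66 in desert tumours, and Dmbt1 averaged 12.05 in excluded tumours against 0.02 and 0.73 in inflamed and desert tumours.

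Excluded tumours differed most in genes of the tumour epithelium, of cell division and of skeletal muscle, which were all higher, and in genes of skin, which were lower. Secreted proteins and enzymes of mucosal epithelium such as Dmbt1, Tff2 and Sult1c2 stood far above the other phenotypes. Muscle enzymes such as Ckm, the creatine kinase of muscle fibres, were higher too. The muscle scores of inflamed A, C and E lay inside the excluded range, whose lower end excluded C set. The keratin Krt2 of the upper epidermis, the melanin enzyme Dct and WNT and Hedgehog genes were lower. The naming rule aside, 26 genes named for this contrast were called. All lay on the stated side of the other 14 biopsies' median in all 7 excluded biopsies.

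Dmbt1 increased by 11.67 ± 0.91 (adjusted p = 3.5e-09), with 51569 to 419852 reads per excluded biopsy, 1 to 95 in inflamed and 6 to 2750 in desert tumours. The 9 genes after it were Sult1c2 (9.96), Tff2 (9.93; chromosome 17, 31141049 to 31144282, reverse strand), Alpi (9.11), Ugt2b34 (9.03), Cyp2c65 (9.02), Tm4sf20 (8.90), Muc5ac (8.72), Agr2 (8.62) and Tff1 (8.45), with adjusted p from 9.5e-10 (Tm4sf20) to 1.4e-05 (Muc5ac). Among them are trefoil peptide genes, the mucin gene Muc5ac and genes of enzymes that conjugate or oxidise small molecules. The largest falls were those of Krt2 (−4.92 ± 0.58, adjusted p = 7.6e-07; chromosome 15, 101810689 to 101818169, reverse strand), Krt24 (−4.60), Spink12 (−4.32), the lipid enzyme Fa2h (−4.27), Dlk1 (−4.11), Olah (−4.06), Serpinb6d (−3.94), the hair protein Krtap13-1 (−3.94), Cyp2j12 (−3.92) and Dct (−3.90). Their adjusted p ran from 3.7e-08 (Krt24) to 0.018 (Krtap13-1).

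Of 20 tumour epithelium genes 15 were higher (15 adjusted over the list alone). The median was 5.93 (camera adjusted p = 3.5e-09, and adjusted p = 0.21 with an estimated correlation). Lgals4 increased by 6.09 (adjusted p = 9.5e-10). All 20 cell cycle genes were higher, also adjusted over the list alone. The median was 1.91 (camera adjusted p = 3.7e-12, and adjusted p = 0.29 with an estimated correlation). Plk1 increased by 2.69 (adjusted p = 3.5e-08) and the thymidylate synthase Tyms by 1.78 (adjusted p = 6.4e-08). The hypoxia and glycolysis list had 7 of 18 genes higher and 2 lower, the same numbers adjusted over the list alone. The median was 0.31 (camera adjusted p = 0.020, and adjusted p = 0.61 with an estimated correlation). Ldha, which makes lactate, increased by 1.45 ± 0.13 (adjusted p = 2.0e-08) and the carbonic anhydrase Car9, an HIF target, by 3.61 (adjusted p = 7.3e-08). All 11 skeletal muscle genes were higher, also adjusted over the list alone. The median was 5.67 (camera adjusted p = 3.5e-05, and adjusted p = 0.57 with an estimated correlation). Centring on Y-linked genes ended the camera calls of both the hypoxia and the muscle list. Ckm increased by 6.25 ± 0.91 (adjusted p = 1.0e-05; chromosome 7, 19404776 to 19422841, forward strand) and the calcium pump Atp2a1 by 5.67 (adjusted p = 1.8e-05). Muscle was not confined to this phenotype, as inflamed A, C and E showed.

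Skin and developmental signalling genes were lower. Of 12 hair follicle and sebaceous gland genes 11 were lower (12 adjusted over the list alone). The median was −3.29 (camera adjusted p = 5.0e-04, and adjusted p = 0.46 with an estimated correlation). The sebocyte genes Cidea (−3.31, adjusted p = 5.8e-06) and Mc5r (−2.90, adjusted p = 1.6e-05) were among them. The epidermal keratinocyte list had 12 of 16 genes lower (13 adjusted over the list alone), and its median of −1.08 turned to 0.36 under centring on Y-linked genes (camera adjusted p = 4.1e-04, and adjusted p = 0.57 with an estimated correlation). Krtdap decreased by 1.53 (adjusted p = 3.8e-07, and under that centring by 0.085, adjusted p = 0.70). Melanocyte and Schwann cell genes were lower in 6 of 10 cases (7 adjusted over the list alone). The median was −2.0 (camera adjusted p = 0.012, and adjusted p = 0.57 with an estimated correlation). The melanosome gene Mlana decreased by 3.62 (adjusted p = 3.7e-05). WNT target genes, which beta-catenin switches on, were lower in 6 of 10 cases (7 adjusted over the list alone). The median was −1.46 (camera adjusted p = 0.0056, and adjusted p = 0.29 with an estimated correlation). Axin2 changed by −1.51 ± 0.17 (adjusted p = 3.9e-07) and Sp5 by −2.87 (adjusted p = 1.8e-04). Centring on Y-linked genes left the WNT median at −0.015 (camera adjusted p = 6.1e-05), Axin2 at −0.073 (adjusted p = 0.71) and Sp5 at −1.43 (adjusted p = 0.025). The Hedgehog pathway had 9 of 12 genes lower and 1 higher, the same numbers adjusted over the list alone, and its median of −1.22 turned to 0.22 under centring on Y-linked genes (camera adjusted p = 5.0e-04, and adjusted p = 0.29 with an estimated correlation). Its coreceptors Boc and Gas1 decreased by 1.48 (adjusted p = 1.8e-07) and 1.35 (adjusted p = 7.1e-07). Both lost their calls under that centring (−0.034, adjusted p = 0.84, and 0.091, adjusted p = 0.64).

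T cell genes as a list were not called in excluded tumours against the other two, with 4 of 19 higher (3 adjusted over the list alone, median 0.47, camera adjusted p = 0.28). Neither were cytotoxic genes, with 3 of 16 higher (3 adjusted over the list alone, camera adjusted p = 0.26). Cd8a (1.92, adjusted p = 0.0055) and Eomes, a transcription factor of effector T cells (3.35, adjusted p = 3.4e-06), were higher. Myofibroblast and matrix genes had 4 of 17 members higher (2 adjusted over the list alone, median 0.62, camera adjusted p = 0.29), among them the matrix proteins Tnc (1.65, adjusted p = 0.0014) and Fn1 (1.24, adjusted p = 0.0025). Endothelial genes had 4 of 12 members higher (4 adjusted over the list alone, camera adjusted p = 0.26), with the junction gene Esam at 1.32 (adjusted p = 0.0073). Resting skin fibroblast genes had 5 of 11 members lower (5 adjusted over the list alone), and their median of −0.69 turned to 0.76 under centring on Y-linked genes (camera adjusted p = 0.075), where camera called the list lower (adjusted p = 5.5e-04). The collagen-binding Dcn changed by −1.60 (adjusted p = 8.2e-04), and by −0.16 under that centring (adjusted p = 0.68). Dendritic cell genes had 1 of 12 members higher (1 adjusted over the list alone, camera adjusted p = 0.76). The neutrophil chemokine Cxcl5 increased by 3.20 (adjusted p = 0.0018).

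Xist and the Y-linked genes were looked at after their values were seen, because they differ between female and male cells. Xist, the X-inactivation RNA that cells with 2 X chromosomes make (chromosome X, 103460366 to 103483254, reverse strand), had 2510 to 4501 reads in excluded, 6 to 75 in inflamed and 0 to 172 in desert tumours. It was 7.28 ± 0.63 higher in excluded tumours (adjusted p = 1.2e-08). The mean of the Y-linked genes Ddx3y, Kdm5d, Uty and Eif2s3y was 6.26 ± 0.17 log2 CPM (SD, n = 7) in inflamed, 4.74 ± 0.23 in excluded and 6.10 ± 0.16 in desert tumours. It was higher in inflamed than in excluded tumours by 1.52 (exact permutation p = 5.8e-04, the smallest that 3432 splits can give), while inflamed and desert tumours differed by 0.16 (exact permutation p = 0.10).

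**Figure D2:**
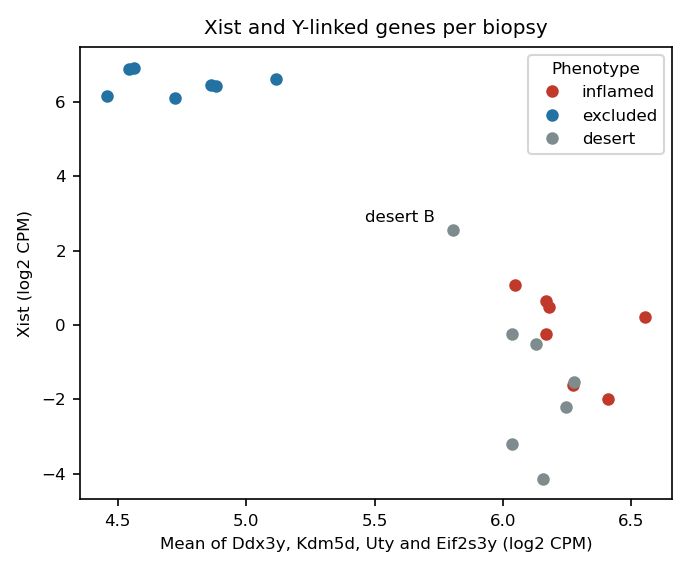
Xist (log2 CPM) against the mean of Ddx3y, Kdm5d, Uty and Eif2s3y (log2 CPM), with 1 point per biopsy and 7 biopsies per phenotype. The excluded biopsies combine high Xist (mean 6.51) with low Y-linked values (mean 4.74), and desert B has the highest Xist outside that group, 6.22% of the excluded mean.

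Desert tumours carried less T cell, cytotoxic, interferon and neutrophil RNA and more RNA of hair follicles, resting skin fibroblasts, pigment cells and the WNT and Hedgehog pathways. Keratins of the inner root sheath and proteins of the hair shaft made up most of the genes with the largest rise. Contractile and metabolic genes of skeletal muscle, such as Myl1 and Ckm, and tumour epithelium genes, such as Cdh17 and Hnf4a, were lower. The naming rule aside, 45 genes named for this contrast were called. Of these 41 lay on the stated side of the other 14 biopsies' median in all 7 desert biopsies and none in fewer than 6.

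The hair proteins Krtap3-1 (6.75 ± 1.33, adjusted p = 7.2e-04), Krtap13-1 (6.67) and Krtap3-3 (4.82) increased. So did the keratins Krt71 (6.07; chromosome 15, 101733949 to 101743109, reverse strand), Krt27 (5.80), Krt26 (5.77), Krt25 (5.70) and Krt72 (5.09) and the inner root sheath protein Tchh (5.30). Dlk1, a NOTCH ligand relative of immature mesenchyme (chromosome 12, 109452823 to 109463336, forward strand), increased by 5.64 ± 0.49 (adjusted p = 4.7e-07). Krt72, at an adjusted p of 0.020, lost its call without desert E (adjusted p = 0.054) or desert G (adjusted p = 0.052). The largest falls were those of the muscle genes Myl1 (−6.70 ± 1.17, adjusted p = 2.6e-04; chromosome 1, 66924295 to 66945404, reverse strand), Myh1 (−6.64), Tcap (−6.54), Acta1 (−6.29), Ckm (−6.21), Mb (−6.14) and Atp2a1 (−5.63). The epithelial genes Cdh17 (−5.67), Hnf4a (−5.51) and Vsig1 (−5.13) were the others, with adjusted p from 1.2e-06 (Mb) to 8.0e-04 (Acta1) over the 10 genes.

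Immune genes were lower. The T cell list had 17 of 19 genes lower (17 adjusted over the list alone). The median was −2.0 (camera adjusted p = 1.2e-11, and adjusted p = 0.21 with an estimated correlation). Cd8a changed by −4.51 ± 0.53 (adjusted p = 6.8e-06; chromosome 6, 71373427 to 71379173, forward strand) and Cd3d by −2.87 (adjusted p = 9.3e-06). Cytotoxic lymphocyte genes were lower in 13 of 16 cases (14 adjusted over the list alone). The median was −2.60 (camera adjusted p = 2.4e-09, and adjusted p = 0.21 with an estimated correlation). Eomes decreased by 3.10 (adjusted p = 4.9e-05). The regulatory T cell and checkpoint list had 7 of 12 genes lower (8 adjusted over the list alone). The median was −1.22 (camera adjusted p = 3.7e-04, and adjusted p = 0.21 with an estimated correlation). Pdcd1 changed by −4.27 (adjusted p = 6.5e-06) and Icos by −2.73 (adjusted p = 1.7e-04). Of 9 natural killer cell genes 6 were lower (8 adjusted over the list alone). The median was −1.96 (camera adjusted p = 3.7e-04, and adjusted p = 0.26 with an estimated correlation). The receptor genes Klra4 (−3.17, adjusted p = 4.5e-05) and Klrc2 (−2.33, adjusted p = 0.0016) led the list. The neutrophil list had 8 of 13 genes lower and 1 higher (10 and 2 adjusted over the list alone). The median was −1.64 (camera adjusted p = 0.0018, and adjusted p = 0.22 with an estimated correlation). Trem1 (−3.55, adjusted p = 7.3e-05) and S100a8 (−3.50, adjusted p = 4.4e-04) were lower.

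Type I interferon response genes were lower in 10 of 23 cases (11 adjusted over the list alone). The median was −1.19 (camera adjusted p = 7.5e-05, and adjusted p = 0.48 with an estimated correlation). The RNA sensors Oasl1 (−2.14, adjusted p = 3.6e-04) and Oas3 (−3.17, adjusted p = 6.3e-04) had the smallest p. The interferon-gamma response had 10 of 20 genes lower (11 adjusted over the list alone). The median was −1.13 (camera adjusted p = 2.7e-05, and adjusted p = 0.41 with an estimated correlation). Lower members included Cxcl10 (−3.50 ± 0.58, adjusted p = 1.8e-04; chromosome 5, 92346638 to 92348889, reverse strand) and Cxcl11, a polymorphic pseudogene (−2.66, adjusted p = 6.0e-04). Antigen presentation genes were lower in 3 of 17 cases (3 adjusted over the list alone). The median was −0.37 (camera adjusted p = 0.029, fry adjusted p = 0.086, and adjusted p = 0.57 with an estimated correlation). The immunoproteasome gene Psmb10 changed by −1.14 (adjusted p = 0.0092), and the list lost its call without excluded A or desert D, E or F (highest adjusted p = 0.14, without desert E). Endothelial genes were lower in 5 of 12 cases (5 adjusted over the list alone). The median was −0.68 (camera adjusted p = 0.044, fry adjusted p = 0.12, and adjusted p = 0.60 with an estimated correlation). Esam changed by −1.22 (adjusted p = 0.019). The endothelial call was lost without inflamed A, B or C, excluded A, C, D or G, or desert B, D, E, F or G, 12 biopsies in all (highest adjusted p = 0.10, without inflamed C). Among genes outside the called lists, the wound keratin Krt6b (−4.40, adjusted p = 8.2e-04) and the chemokine Cxcl5 (−4.96, adjusted p = 9.3e-05) decreased.

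Genes of resident skin cells were higher. Hair follicle and sebaceous gland genes were higher in 11 of 12 cases (12 adjusted over the list alone). The median was 3.30 (camera adjusted p = 3.5e-06, and adjusted p = 0.21 with an estimated correlation). Mc5r increased by 2.36 (adjusted p = 4.3e-04). Resting skin fibroblast genes were higher in 5 of 11 cases (5 adjusted over the list alone). The median was 1.17 (camera adjusted p = 1.7e-04, and adjusted p = 0.30 with an estimated correlation). They were led by Pi16, a marker of adventitial fibroblasts (3.59 ± 0.50, adjusted p = 3.9e-05; chromosome 17, 29317680 to 29330593, forward strand), and Clec3b (2.36, adjusted p = 5.8e-04). Melanocyte and Schwann cell genes were higher in 6 of 10 cases (7 adjusted over the list alone). The median was 1.54 (camera adjusted p = 0.0018, and adjusted p = 0.26 with an estimated correlation). Dct increased by 3.10 (adjusted p = 2.1e-04) and Mlana by 3.41 (adjusted p = 2.3e-04). Mast cell genes were higher in 4 of 9 cases (6 adjusted over the list alone). The median was 1.08 (camera adjusted p = 0.0010, and adjusted p = 0.32 with an estimated correlation). Among them were the growth factor receptor Kit (1.69, adjusted p = 3.1e-04) and the IgE receptor chain Ms4a2 (2.53, adjusted p = 0.0012). The epidermal keratinocyte list had 7 of 16 genes higher and 1 lower, the same numbers adjusted over the list alone, and its median of 0.58 turned to −0.02 under centring on Y-linked genes (camera adjusted p = 0.023, fry adjusted p = 0.099, and adjusted p = 0.57 with an estimated correlation). Krt2 was at 3.23 (adjusted p = 3.4e-04) and Krt1 at −1.78 (adjusted p = 0.013). B and plasma cell genes, of which 4 were measured, were higher in 2 cases (2 adjusted over the list alone), the IgE receptor Fcer2a (2.52, adjusted p = 7.5e-05) and Ighm (1.54, adjusted p = 0.0062). The median was 1.02 (camera adjusted p = 0.044, and adjusted p = 0.22 with an estimated correlation). Their biopsy score was lowest in excluded tumours (−1.16 against the others, exact permutation p = 2.6e-05, adjusted 2.7e-04). Between inflamed and desert tumours it differed by −0.31 (exact permutation p = 0.14, adjusted 0.22).

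The B cell call was lost without inflamed B, C, E or F, excluded C or E, or desert B, F or G (highest adjusted p = 0.087, without desert B). Red blood cell genes had 1 of 5 higher, the haem enzyme Alas2 (1.24, adjusted p = 0.046), and 0 adjusted over the list alone in limma. The median was 1.27 (camera adjusted p = 0.044, fry adjusted p = 0.066, and adjusted p = 0.52 with an estimated correlation). That list lost its call without inflamed B, F or G, excluded A, C, D or E, or desert D, E or F (highest adjusted p = 0.10, without desert E). Alas2 lost its own without inflamed A, B, F or G, excluded A, D, E or F, or desert A, C, D, E, F or G (highest adjusted p = 0.13). Adipocyte genes, with 1 of 9 higher (0 adjusted over the list alone), were not called (camera adjusted p = 0.61).

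The WNT and Hedgehog pathways, which pattern skin appendages, were higher. WNT targets were higher in 8 of 10 cases (9 adjusted over the list alone). The median was 1.32 (camera adjusted p = 2.1e-05, and adjusted p = 0.11 with an estimated correlation). Axin2 increased by 1.26 ± 0.17 (adjusted p = 2.6e-05) and Sp5 by 3.59 (adjusted p = 7.3e-05). Hedgehog genes were higher in 11 of 12 cases (11 higher and 1 lower adjusted over the list alone). The median was 1.10 (camera adjusted p = 9.3e-07, and adjusted p = 0.11 with an estimated correlation). The coreceptor Gas1 increased by 1.08 (adjusted p = 6.0e-05) and the transcription factor Gli3 by 1.12 (adjusted p = 1.4e-04). Muscle, tumour epithelium, cell cycle and hypoxia genes were lower. All 11 muscle genes were lower, also adjusted over the list alone. The median was −4.91 (camera adjusted p = 3.1e-07, and adjusted p = 0.22 with an estimated correlation). Tumour epithelium genes were lower in 14 of 20 cases (14 lower and 2 higher adjusted over the list alone). The median was −3.23 (camera adjusted p = 2.1e-07, and adjusted p = 0.16 with an estimated correlation). The epithelial transcription factor Elf3 changed by −2.93 (adjusted p = 8.9e-06). Cell cycle genes were lower in 19 of 20 cases (20 adjusted over the list alone). The median was −1.14 (camera adjusted p = 2.5e-10, and adjusted p = 0.22 with an estimated correlation). Tyms changed by −1.15 (adjusted p = 7.4e-05) and Plk1 by −1.52 (adjusted p = 1.6e-04). The hypoxia and glycolysis list had 9 of 18 genes lower and 1 higher, the same numbers adjusted over the list alone. The median was −0.49 (camera adjusted p = 3.7e-04, and adjusted p = 0.22 with an estimated correlation). Ldha changed by −1.32 ± 0.13 (adjusted p = 1.4e-06) and the glycolytic enzyme Eno1 by −1.47 (adjusted p = 1.9e-06).

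**Figure D3:**
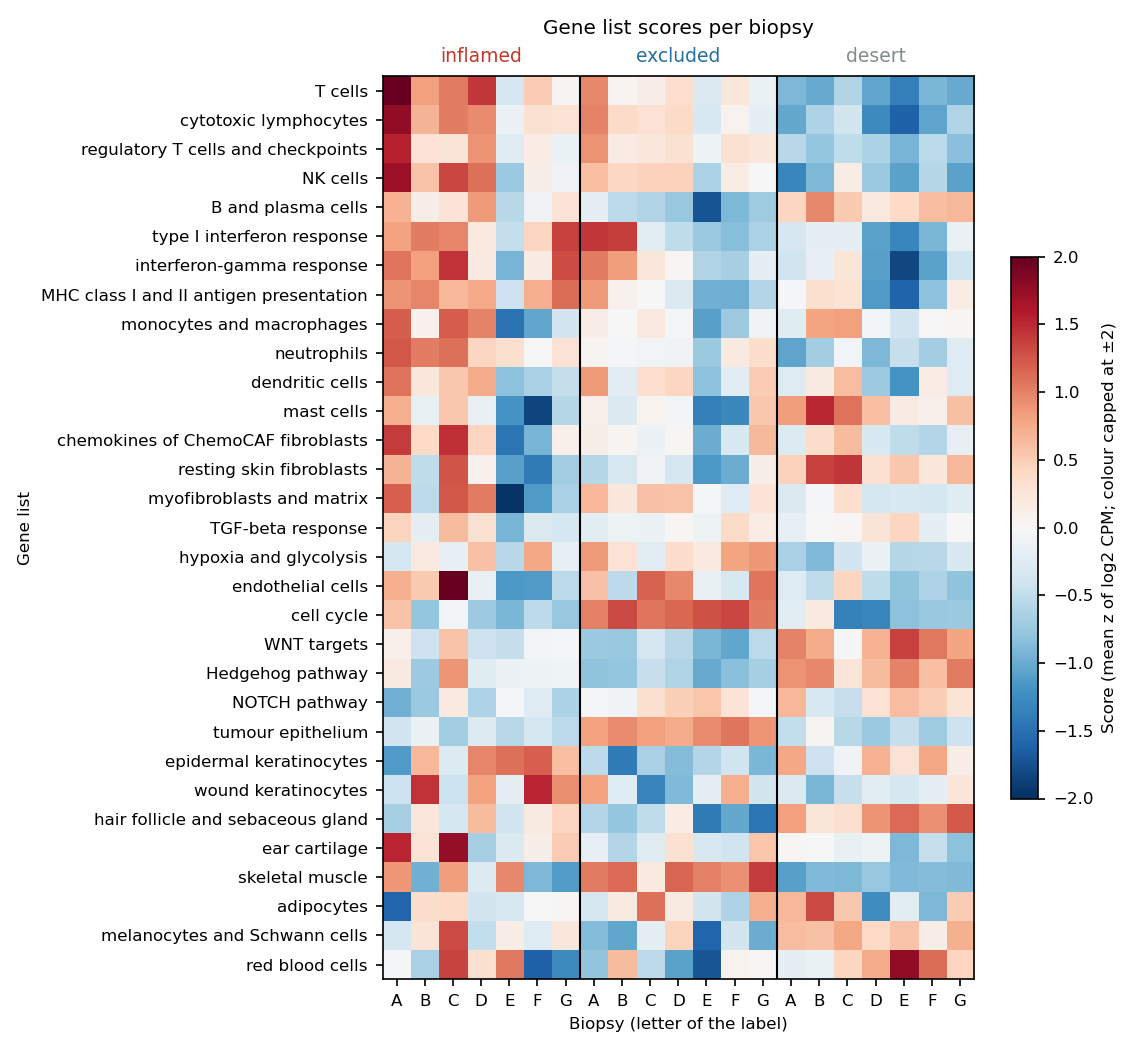
Score of each of the 31 gene lists (rows, mean z-score of the list's log2 CPM values, colour capped at 2 in either direction) in each of the 21 biopsies (columns, grouped by phenotype). T cell scores averaged 0.794 in inflamed, 0.184 in excluded and −0.978 in desert tumours, and tumour epithelium scores averaged −0.416, 0.889 and −0.473.

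The pairwise contrasts showed against which phenotype some of these differences lay. Inflamed tumours had fewer tumour epithelium transcripts than excluded tumours (15 of 20 genes lower, 15 adjusted over the list alone, median −5.08, camera adjusted p = 2.9e-10, and adjusted p = 0.14 with an estimated correlation). Against desert tumours limma called 0 of the 20 (0 adjusted over the list alone, median 0.41, camera adjusted p = 0.27, fry adjusted p = 0.41). Cell cycle genes followed, with 20 of 20 lower in inflamed than in excluded tumours, also adjusted over the list alone (median −1.74, camera adjusted p = 3.4e-12, and adjusted p = 0.63 with an estimated correlation). Muscle genes were lower in 9 of 11 cases (10 adjusted over the list alone, median −3.91, camera adjusted p = 0.0016, and adjusted p = 0.63 with an estimated correlation), though their biopsy score did not pass (exact permutation p = 0.021, adjusted 0.059). T cell genes separated inflamed from excluded tumours in few members, with 3 of 19 higher (1 adjusted over the list alone) and a median of 0.75 that turned to −0.78 under centring on Y-linked genes (camera adjusted p = 1.4e-05 there, without it camera adjusted p = 0.018, fry adjusted p = 0.12, and adjusted p = 0.84 with an estimated correlation). Without inflamed A the list lost its call (adjusted p = 0.13). Cd3e, the shared CD3 chain, was higher by 0.89 ± 0.41 (adjusted p = 0.098, in 5 of 7 biopsies) and Cd8a by 0.45 ± 0.61 (adjusted p = 0.60, in 5 of 7), neither past the test. Antigen presentation genes were higher in 5 of 17 cases (0 adjusted over the list alone in limma), with a median of 0.62 that turned to −0.90 under the same centring (camera adjusted p = 0.014, and adjusted p = 0.74 with an estimated correlation). Epidermal genes were higher in 7 of 16 cases (10 adjusted over the list alone), with a median of 1.10 that turned to −0.42 (camera adjusted p = 1.6e-04, and adjusted p = 0.63 with an estimated correlation). S100a8 was higher by 2.94 ± 0.75 (adjusted p = 0.0043) and Cd274 by 1.64 ± 0.51 (adjusted p = 0.016), each in 7 of 7 inflamed biopsies, and both lost their calls under that centring (adjusted p = 0.094 and 0.83).

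Against desert tumours, inflamed tumours had 18 of 19 T cell genes higher (18 adjusted over the list alone, median 2.43, camera adjusted p = 7.0e-28, and adjusted p = 0.038 with an estimated correlation). So were 12 of 16 cytotoxic genes (16 adjusted over the list alone, median 2.58, camera adjusted p = 2.3e-20, and adjusted p = 0.038 with an estimated correlation). Of 13 neutrophil genes 8 were higher (11 higher and 1 lower adjusted over the list alone, median 1.86, camera adjusted p = 1.7e-08, and adjusted p = 0.038 with an estimated correlation). WNT targets were lower in 2 of 10 cases (7 adjusted over the list alone, median −1.13, camera adjusted p = 1.4e-05, and adjusted p = 0.047 with an estimated correlation). Hedgehog genes were lower in 5 of 12 (8 adjusted over the list alone, median −0.86, camera adjusted p = 4.9e-06, and adjusted p = 0.060 with an estimated correlation). Muscle genes were higher in 3 of 11 cases (9 adjusted over the list alone, median 3.39, camera adjusted p = 4.7e-06, and adjusted p = 0.22 with an estimated correlation). That rise came mainly from inflamed A, C and E, and the muscle score passed no test (exact permutation p = 0.065, adjusted 0.11). Cd3e was higher by 2.72 ± 0.41 (adjusted p = 5.6e-04), Cd8a by 4.73 ± 0.61 (adjusted p = 1.6e-04) and S100a8 by 4.97 ± 0.75 (adjusted p = 5.6e-04), each in 7 of 7 inflamed biopsies.

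Excluded tumours exceeded desert tumours in 14 of 19 T cell genes (14 adjusted over the list alone, median 1.65, camera adjusted p = 4.3e-05, and adjusted p = 0.52 with an estimated correlation). Cd3e was higher by 1.83 ± 0.41 (adjusted p = 0.0011) and Cd8a by 4.28 ± 0.61 (adjusted p = 9.8e-06), each in 7 of 7 excluded biopsies. They also exceeded them in 15 of 20 tumour epithelium genes (15 higher and 1 lower adjusted over the list alone, median 6.15, camera adjusted p = 2.1e-08, and adjusted p = 0.16 with an estimated correlation). The same held for 20 of 20 cell cycle genes, also adjusted over the list alone (median 2.02, camera adjusted p = 1.2e-11, and adjusted p = 0.27 with an estimated correlation) and for 11 of 11 muscle genes, also adjusted over the list alone (median 7.53, camera adjusted p = 4.2e-06, and adjusted p = 0.45 with an estimated correlation). Ckm was higher by 8.31 ± 1.05 (adjusted p = 2.2e-06). Hair genes were lower in 12 of 12 cases, also adjusted over the list alone (median −4.52, camera adjusted p = 4.3e-05, and adjusted p = 0.27 with an estimated correlation), and Tchh changed by −5.74 ± 1.10 (adjusted p = 2.4e-04). WNT targets were lower in 9 of 10 cases (9 adjusted over the list alone, median −1.69, camera adjusted p = 3.6e-04, and adjusted p = 0.16 with an estimated correlation). Of 12 Hedgehog genes 10 were lower and 1 higher, the same numbers adjusted over the list alone (median −1.56, camera adjusted p = 3.8e-05, and adjusted p = 0.16 with an estimated correlation). The T cell score per biopsy averaged 0.794 ± 0.820 (SD, n = 7) in inflamed, 0.184 ± 0.400 in excluded and −0.978 ± 0.230 in desert tumours. It differed by 1.77 between inflamed and desert and by 1.16 between excluded and desert tumours (exact permutation p = 5.8e-04 for each, the smallest that 3432 splits can give, adjusted over 31 lists 0.0045 and 0.0016). Between inflamed and excluded tumours the T cell score differed by 0.61 (exact permutation p = 0.10, adjusted 0.24), with 5 of 7 inflamed biopsies above the excluded median.

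Some genes of interest to the study were followed whatever their values. Cd3e was higher in inflamed tumours (1.81 ± 0.36, adjusted p = 0.0018) and lower in desert tumours (−2.27, adjusted p = 1.0e-04), while the helper T cell coreceptor Cd4 passed no test (adjusted p from 0.12 to 0.56). The cytokine gene Ifng, through which T cells activate macrophages and tumour cells, was higher in inflamed (2.20, adjusted p = 0.010) and lower in desert tumours (−2.84, adjusted p = 6.7e-04). Gzmb (chromosome 14, 56258838 to 56262260, reverse strand) was lower in desert tumours (−3.87, adjusted p = 1.2e-04). In excluded tumours Cd3e (0.47), Ifng (0.64), Gzmb (0.93) and Cxcl10 (1.31) passed no test, with adjusted p from 0.074 (Cxcl10) to 0.37 (Ifng). Cxcl9, which like Cxcl10 draws activated T cells, was higher in inflamed (2.32, adjusted p = 0.046) and lower in desert tumours (−2.24, adjusted p = 0.031, in 6 of 7 desert biopsies). Its call in inflamed tumours was lost without any of 15 biopsies, inflamed A, B, C, F or G, excluded C, D, E, F or G, or desert A, D, E, F or G (highest adjusted p = 0.098). The call in desert tumours was lost without desert D (adjusted p = 0.055), E (adjusted p = 0.093) or F (adjusted p = 0.066).

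The fibroblast chemokine Cxcl12, which holds T cells in the stroma, was higher in desert tumours (2.42 ± 0.47, adjusted p = 6.3e-04) and lower in excluded tumours (−2.03, adjusted p = 0.0013, and under centring on Y-linked genes −0.59, adjusted p = 0.26). Its means were 6.68 log2 CPM in inflamed, 5.59 in excluded and 8.56 in desert tumours. Tgfb1, a growth factor that activates fibroblasts, was higher in excluded tumours (0.74 ± 0.24, adjusted p = 0.016, in 7 of 7 excluded biopsies). Cd274 passed no test in excluded (−0.85, adjusted p = 0.12) or desert tumours (−0.75, adjusted p = 0.21). The monocyte chemokine Ccl2 passed none of the one-against-the-others tests (adjusted p from 0.13 to 0.66). Nor did the epithelial adhesion gene Epcam (adjusted p from 0.17 to 0.75) or the basal keratin Krt14 (adjusted p from 0.10 to 0.88). With the replicate letter as a block, Krt14 was called in inflamed and excluded tumours.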

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

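The tests of muscle caught in punches, of muscle genes made by tumour cells, of follicle RNA as the whole cause and of a smaller tumour share in desert punches were chosen after the results were seen.

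Tumour epithelium genes and Xist were higher in excluded than in other tumours, as though these punches held more tumour cells. The paper states that its mice were male. Female hosts in the excluded group alone would also remove Y-linked RNA. Its mean there was lower by 1.52 on the log2 scale than in inflamed and by 1.36 than in desert tumours (38.9% of the desert level), so male cells were present in the excluded biopsies. The authors' TMM scaling is argued against because 100% of the called epithelium genes stayed called under median centring and quantile normalisation. Xist from the implanted cells had the values it needs, since over the 14 inflamed and desert biopsies Xist rose with the tumour epithelium score (Spearman's rho = 0.745, permutation p = 0.0031). Xist lay at 0.21% to 2.19% of its excluded mean in inflamed and at 0% to 6.22% in desert biopsies, the highest in desert B. A candidate explanation is therefore a larger share of tumour RNA in the excluded punches, from an Xist-positive line in male skin, and whether tumour size or the place of the punch set that share stays open and untested. If that explanation holds, the contrasts with excluded tumours compare punches of unlike tumour content.

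Skeletal muscle genes were higher in excluded tumours and lower in desert tumours. Expression by the tumour cells is argued against, since 3 of the 14 inflamed and desert biopsies (inflamed A, C and E) had muscle scores inside the excluded range at tumour scores below every excluded biopsy. Over those 14 the correlation of the 2 scores was undecided (rho = −0.26, permutation p = 0.36). The same 3 biopsies are what muscle caught in some punches needs, so ear muscle in the punch may set these genes. Why 7 of 7 excluded punches held it, or whether the phenotypes lay at other sites of the ear, was not tested because the labels give no position.

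WNT and Hedgehog genes were higher in desert tumours, together with hair follicle genes. The mean WNT and Hedgehog score was 1.18 ± 0.15 (SE) higher in desert tumours. With the hair follicle score in the fit it stayed 1.12 ± 0.25 higher. This fit cannot decide whether more follicle RNA in the desert punches is the whole cause, or a part of it. It adjusts by the slope within groups, where the 2 scores were barely correlated (r = 0.068, permutation p = 0.78). The hair follicle and WNT scores gave r = 0.65 in desert, 0.42 in excluded and −0.43 in inflamed tumours (exact p from 0.11 to 0.36). Over all 21 biopsies r was 0.766 with WNT targets and 0.724 with the Hedgehog pathway (permutation p = 7e-05 and 2.7e-04). For the difference from inflamed tumours, a smaller tumour share is argued against by the Y-linked genes. They differed by −0.16 on the log2 scale (desert minus inflamed). The median WNT target was 1.13 and the median Hedgehog gene 0.86 higher in desert than in inflamed tumours. For the difference from excluded tumours it is not argued against, since the Y-linked mean differed there by −1.36 (excluded minus desert, exact permutation p = 5.8e-04). A biological difference between the phenotypes stays open and untested, and another skin compartment that carries these pathways without follicle genes could give the same values.

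Other groupings of the biopsies, 100 per contrast with the real one included, gave as many called genes as the phenotypes in 1 of 100 for each contrast except inflamed against desert, with 2 of 100. Regrouping the biopsies at random therefore seldom gave as many genes, and a share below 1 of 100 cannot be seen with these splits. The splits treat biopsies as exchangeable, although biopsies of one letter resembled each other and shared mice are unknown. Chance is thus not excluded. The real count and the highest of the other splits were 2966 and 1 for inflamed, 9453 and 686 for excluded and 6351 and 265 for desert tumours against the others. Pairwise they were 7258 and 6049 (inflamed and excluded), 1089 and 5436 (inflamed and desert) and 9350 and 4411 (excluded and desert). The split with 5436 genes set inflamed A, B, C, D and F with desert B and C against the remaining biopsies, which points to another structure among these 14. Of these, inflamed A and C and desert B and C had the highest mitochondrial shares of reads (0.89% to 1.20%, other biopsies at most 0.74%). They also had the lowest array quality weights (0.17 to 0.37, others at least 0.55). Inflamed B, D and F did not (mitochondrial shares 0.42% to 0.63%). Whether RNA quality sets this structure was not tested. As many called lists were rare among the splits for desert tumours against the others (2 of 100 splits as many, real 22, highest other 22) and for inflamed against desert (2 of 100, 22 and 24). They were common for inflamed (28 of 100, 15 and 21) and excluded tumours against the others (80 of 100, 9 and 22), inflamed against excluded (72 of 100, 11 and 24) and excluded against desert (19 of 100, 17 and 22).

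In 27 of 483 groups of 7 values one biopsy stood apart from the others of its phenotype, by a gap of over 0.568 of the group's range, where chance gives about 24.2. Excluded C had 6 and desert B 5. Desert B was high in the tumour epithelium score (0.0608, others at most −0.42), Lgals4 (8.14 log2 CPM), Hnf4a (4.61) and Rrm2 (6.87) and low in Tmprss11d (−2.15). Excluded C was low in the muscle score (0.188, others at least 0.91), Ckm (2.82), Atp2a1 (4.68), Myl1 (2.73), Acta1 (4.98) and Ldha (9.01). Desert E was high in Myh1 (−1.10) and Gli3 (4.64) and low in Irf7 (4.19) and Defb3 (−4.13). Inflamed A was high in Rrm2 (6.63) and Klra4 (4.75) and low in Hoxc13 (0.30) and the adipocyte score (−1.59). Excluded A was high in the regulatory T cell and checkpoint score (0.893), Nkg7 (6.09) and Tnc (8.59). Inflamed E was low in the antigen presentation score (−0.417, others at least 0.66) and Dmbt1 (−3.61). Excluded E was low in the neutrophil score (−0.737), inflamed C was high in the melanocyte and Schwann cell score (1.30) and desert G was high in Fetub (5.79).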

How the results depend on the processing

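Covariates for muscle and hair follicle scores and centring on Y-linked genes were chosen after the data were seen, as were the alternatives for biopsy scores. Contrasts follow the order inflamed, excluded and desert tumours against the others, then inflamed against excluded, inflamed against desert and excluded against desert. Unless a cause is named it was not tested. Dropping the intensity trend, voom, log2(CPM + 1), quantile normalisation or median centring kept all 6 gene counts within 1.5 times (voom gave 2769, 9222, 6329, 7075, 919 and 9252). Leaving out each biopsy gave 2135 to 3975, 8405 to 10230, 5375 to 6933, 6331 to 8276, 748 to 1555 and 8485 to 10027 genes, and 13 to 16, 9 to 11, 18 to 22, 8 to 15, 20 to 23 and 14 to 19 lists. Array quality weights gave 5279 genes in inflamed tumours and 1824 between inflamed and desert tumours. A mean log2 CPM of at least 1, with fewer genes tested, gave 661 between inflamed and desert tumours, and a fit of those 14 biopsies alone, with fewer samples, 502. A fold of at least 2 left 1354, 4804, 3016, 3917 and 5485 genes (789 between inflamed and desert), and adjusted p below 0.01 left 1375 (inflamed), 3781 (desert), 4712 and 337 (inflamed against excluded and against desert).

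With the tumour epithelium score as a covariate limma called 0, 11, 197, 0 and 14 genes, and 1077 between inflamed and desert tumours. At an unadjusted p below 0.05 it called 2329, 2339, 3067, 2227, 4036 and 2594, and standard errors grew 1.89, 3.57, 2.08, 3.07, 1.01 and 3.20 times, because the score nearly coincides with the excluded group. The epidermal score gave 5127 genes in inflamed tumours and 2832 between inflamed and desert tumours. The muscle score gave 4181 (excluded), 1918 (desert), 4366 (inflamed against excluded) and 3331 (excluded against desert), and the hair follicle score 3657, 970, 4211, 539 (inflamed against desert) and 2524. Median centring shifted the median of all genes by −0.18 in excluded tumours, 0.20 between inflamed and excluded and −0.15 between excluded and desert. It changed the split of higher and lower genes to 1970 and 1302 (inflamed), 3842 and 6136 (excluded), 4833 and 2978, and 3960 and 5673. Centring on Y-linked genes shifted it by −0.83, 1.40, −0.60, −1.47, −0.16 and 1.34. It gave 14636 (145 higher), 17007 (16760 higher), 11874 (712 higher), 16772 (119 higher), 982 (343 higher) and 16036 (15562 higher) genes. Biopsies of one letter resembled each other more than under shuffled letters, a hint from the data and not the design. Of 21 same-letter pairs 12 correlated above 0.1 (from −0.295 to 0.545), but 11 of 21 biopsies correlated best with their own letter, where shuffled letters gave 3.00 on average (permutation p = 9.0e-04), and their mean correlation was 0.127 against 0.0036 (permutation p = 0.031). The letter as a replicate block gave 3171, 9762, 6618, 7604, 1299 and 9700 genes. It ended the calls of red blood cells (adjusted p = 0.073) and Alas2 (0.075) in desert tumours. It called resting skin fibroblasts (0.027), Cxcl10 (0.021) and Krt14 (0.024) in excluded, Krt14 in inflamed (0.037) and Cd4 in desert tumours (0.028), and changed no other call of the lists and genes named.

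Called lists numbered 0, 0, 0, 0, 4 and 0 with an estimated correlation in camera (4, 5, 7, 2, 8 and 4 at an unadjusted p below 0.05) and 13, 10, 18, 13, 18 and 17 in fry. Between inflamed and excluded tumours they numbered 7 with quantile normalisation, 6 with median centring and 21 with centring on Y-linked genes, which gave 15 in excluded tumours. Of the lists named, the last ended the calls of mast cells (adjusted p = 0.74) and NOTCH (0.15) in inflamed, hypoxia (0.057) and muscle (0.21) in excluded, and antigen presentation (0.061), neutrophils (0.11) and endothelium (0.25) in desert tumours. It did so too for muscle between inflamed and excluded (0.86) and T cells between excluded and desert tumours (0.053). It called monocytes (0.012) and ChemoCAF chemokines (0.0020) in inflamed tumours, resting skin fibroblasts (5.5e-04) in excluded tumours and tumour epithelium between inflamed and desert tumours (0.0496). The tumour score as a covariate left 8 between excluded and desert tumours. Of 76 list results followed, it ended the calls of 23, the muscle score of 8 and the hair follicle score of 10, not counting lists that reversed. T cell scores differed by 0.449 to 0.783, 1.72 to 1.92 and 1.04 to 1.29 over leave-one-out fits of the pairwise contrasts and tumour scores by −1.34 to −1.25, 0.0081 to 0.143 and 1.31 to 1.42. The T cell score between inflamed and excluded tumours passed the exact permutation test with quantile normalisation (0.713, exact p = 0.045). It was −0.458 with centring on Y-linked genes (exact permutation p = 0.18), where the tumour score between inflamed and desert tumours was −0.0243 (exact permutation p = 0.86).

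Of the 205 values of named genes, the tumour covariate left 42 with the same call, the muscle covariate 159, the hair covariate 139 and centring on Y-linked genes 169, and each other alternative that tested all of them at least 185. The filter on low values tested 183 and left 183 with the same call. The tumour covariate reversed several genes. In inflamed tumours these were Sult1c2 (0.093), Tff1 (0.011), Muc5ac (1.74), Tm4sf4 (0.48), Rrm2 (0.11) and Xist (0.68). In excluded tumours they were Sult1c2 (−1.44), Tff2 (−1.73), Alpi (−0.62), Ugt2b34 (−1.97), Muc5ac (−4.89), Tff1 (−1.66), Axin2 (0.015), Tgfb1 (−0.26), tdTomato (−1.47) and Xist (−0.16). In desert tumours Vsig1 (0.29), Alas2 (−0.058) and the antigen presentation list (0.17) reversed, and none of these passed the test. The muscle covariate, which holds the list's own genes, reversed the muscle list in excluded (−0.11) and desert tumours (0.089), between inflamed and excluded (−0.10) and between excluded and desert (0.018). In desert tumours it reversed Acta1 (0.034), and the epidermal list fell to a median of 0.053, still above 0, and lost its call (adjusted p = 0.99). The hair covariate reversed Krtap13-1 in excluded tumours (1.55), Krt71 (−0.96), Krt27 (−0.072), Krt25 (−0.71) and Krt72 (−2.11) in desert tumours and Tchh between excluded and desert tumours (0.53). Epcam passed the test the other way with the epidermal covariate in inflamed (−0.58) and excluded tumours (0.75), and with centring on Y-linked genes in excluded tumours Epcam (0.84) and Krt14 (0.81) did too. That centring ended the calls of Icos, Klrc2, Xaf1, Irf7, Ciita, Tapbp (−0.069), Krtdap, Ucma, Cxcl1, Cxcl9 and Cd274 in inflamed, of Krtap13-1, Axin2, Boc, Gas1 (0.091), Krtdap, Dcn and Cxcl12 in excluded and of Ighm and Alas2 in desert tumours, and of S100a8 and Cd274 between inflamed and excluded tumours. It called Cxcl12 and Tgfb1 lower in inflamed, Cd3e, Cd4, Ifng, Gzmb, Cxcl10 and Ccl2 higher in excluded and Cd4, Ccl2, Tgfb1 and Cd274 lower in desert tumours. At a mean of 35046000 reads in inflamed tumours, depth limits genes of few reads, such as tdTomato in desert tumours with 0 to 25 reads.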

Other observations

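These genes were chosen after their values were seen, among transcription factors and secreted regulators of skin development that separated desert from inflamed tumours. The WNT inhibitor Dkk2 (chromosome 3, 132085292 to 132180304, forward strand) had 866 to 2964 reads in each desert biopsy, 68 to 384 in inflamed and 46 to 258 in excluded tumours. It was lower in inflamed than in desert tumours by a log2 change of −3.31 ± 0.39 (SE, limma adjusted p = 8.1e-05). The forkhead gene Foxc1 (−1.38, adjusted p = 0.0051), the hair regulator Hoxc13 (−2.23, adjusted p = 0.025) and the homeobox gene Msx2 (−2.01, adjusted p = 0.018) were lower in inflamed tumours as well. Each of the 4 genes lay below the desert median in 7 of 7 inflamed biopsies. Hoxc13 lost its call without desert E or desert G (highest adjusted p = 0.055).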
